A study of Mus musculus with 6 samples. Its data were reported in "Loss of CREBBP and KMT2D cooperate to accelerate lymphomagenesis and shape the lymphoma immune microenvironment" (2024).

How the data were processed

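Mint-ChIP profiles of 2 histone marks, H3K4me1 and H3K4me3, were analysed in germinal center (GC) B cells of wild-type mice. Mint-ChIP is a multiplexed form of chromatin immunoprecipitation for small cell numbers. Sample barcodes are attached to nuclease-cut chromatin at the outset, so that many samples share one immunoprecipitation, and an RNA intermediate is used to copy the small yield without exponential amplification at that step. Per the labels, spleens were taken 8 days after immunization with sheep red blood cells and each library was made from 50000 sorted cells. The labels call the sorted cells centrocytes, which are the light zone fraction of GC B cells, whereas the study's methods speak of GC B cells, so the sorted fraction is not settled here. The protocol text of the labels names an antibody against H3K27ac, whereas the sample titles, the antibody labels, the series design and the study's methods name H3K4me1 and H3K4me3. The marks were taken from the titles, and the contrast at transcription start sites (TSSs) given in the results bears on that assignment.

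One peak list per library was used, 3 for each mark. The authors called peaks in each library separately and not on pooled reads. The layout is that of MACS2, and the caller's version, its settings, the control and the genome build were not stated for these libraries. The H3K4me1 lists have the narrow layout with a summit for each peak, and the H3K4me3 lists have the broad layout. The lowest deposited −log10 q-value was 1.31, 1.31 and 1.32 in the H3K4me1 lists and 1.03, 1.14 and 1.02 in the H3K4me3 lists, so the marks also differ in the threshold applied. Every contrast between the marks therefore includes a contrast between calling modes. The fold enrichment in the deposited lists is a linear ratio of fragment pileup to the local background, computed by the authors' peak caller, with the −log10 p-value and −log10 q-value of the same comparison beside it. In broad lists these values are averages over the peak. The score column of the deposited files is a rounded multiple of the −log10 q-value and was not used. Fold enrichment and q-values are the authors' own values and served only to describe, rank or filter peaks within a list.

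Coordinates were read as GRCm38 (mm10). The build was checked on the files: 0 peaks lay past a chromosome end and 0 had an unknown chromosome name. Of H3K4me3 peaks, 20.2% to 20.8% covered an annotated TSS, and 2.36% to 2.59% did so after all TSSs were shifted by 100 kb. Genes came from the GENCODE basic annotation for this build. The 45078 TSSs of protein-coding transcripts of 21864 protein-coding genes were used. A peak within 5 kb of a TSS was called promoter-proximal and any other peak distal, which follows the distance used in the study. No list of problem regions of the genome was used here.

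Libraries were grouped by mark. For each library the number of peaks, median peak width, covered length, share of promoter-proximal peaks and share of protein-coding genes with a promoter-proximal peak were computed. Means are given with the standard deviation (SD) over 3 libraries. The 5 contrasts between marks were tested with two-sided exact permutation tests over all 20 assignments of the 6 libraries, in which the smallest possible p-value is 0.1, so none can pass 0.05 and no adjustment over the 5 tests was printed. Similarity of libraries was the Jaccard index, the shared length divided by the combined length, and 2 peaks overlapped if they shared at least 1 bp. Consensus regions of a mark were merged peaks found in at least 2 of 3 libraries. Their overlap with the other mark was compared with 100 random placements on the same chromosome, which can give a one-sided p-value of 0.0099 at the lowest. Fold enrichment of promoter-proximal and distal peaks was compared within each library as a log2 ratio of medians, with an exact sign-flip test over the 3 libraries of a mark, whose smallest p-value is 0.25. Wilson intervals at the 95% level were attached to shares of peaks, and they cover counting error only.

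Total reads per library were not used here, so depth was approached through the peaks. The fold enrichment and the −log10 p-value of a narrow peak together fix the number of fragments at its summit and the background expected there, since both come from the same Poisson comparison. This inversion tried only whole numbers of fragments, and the best had to match the −log10 p-value to within 0.0005. It succeeded for 100% of H3K4me1 peaks. For the broad H3K4me3 lists it worked for 5.9% to 6.19% of peaks, because averages cannot be inverted, and no summit heights are given for that mark. The background level most often seen in a library, divided by the shortest peak width, served as a relative measure of its depth.

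Named genes were fixed in advance: 12 genes named in the study, 8 genes of GC B cells, 4 housekeeping genes and 6 genes of other tissues. For each, a peak was looked for within 5 kb of a TSS and further out to 50 kb. The 12 study genes are given in full, or in counts where values repeat, and the rest as counts. The named regions are the 3 with the best mean rank by q-value in each mark and the 3 widest H3K4me3 regions, among regions found in all 3 libraries on autosomes and X. These rules, the tests and the alternatives were set before the data were examined, except for the requirement that a peak covers the TSS itself, the profile around TSSs, the summit heights, the sex chromosomes, the control depth, the nearness of peaks between libraries and the tests of explanations in the closing observations, which were added afterwards. The alternatives were a stricter q-value, equal numbers of peaks, merging of nearby peaks, other distances to the TSS, TSSs of all genes, other consensus and overlap rules, the replicate number as a block, and leaving out each library in turn.

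Scripts were run with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The interval and permutation functions were tested on simulated data, in part against bedtools 2.31.1, and passed 16 of 16 tests. The inversion recovered 100% of 5000 simulated peaks with known summit heights.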

Results

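To describe where H3K4me1 and H3K4me3 lie in normal GC B cells, the peak lists of 3 Mint-ChIP libraries per mark were compared. H3K4me1 is a histone mark placed largely at enhancers by KMT2D and related enzymes, and H3K4me3 is the mark typical of active promoters. All 6 libraries came from wild-type mice, so the design holds no mutant group, and the comparison it allows is between marks. In the study these profiles served as annotation of regulatory elements whose accessibility was followed in mutant cells. The libraries are named by mark and replicate number.

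H3K4me1 replicates 1, 2 and 3 contained 24136, 13923 and 11922 peaks, and H3K4me3 replicates 1, 2 and 3 contained 46707, 41936 and 42862 peaks. Mean peak number was 16660 ± 6551 (SD, n = 3) for H3K4me1 and 43835 ± 2530 (SD, n = 3) for H3K4me3. The difference exceeded the spread within either mark, and the exact permutation p-value of 0.1 (n = 3 per mark) was the smallest this design can give. Spread was uneven, since H3K4me1 replicate 1 held far more peaks than the other libraries of its mark. The stricter limit of a −log10 q-value of at least 5 moved these values most, to means of 3289 and 15451 peaks, with the same order of the marks.

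H3K4me1 peaks were narrow, with a mean of library medians of 262 ± 8.62 bp (SD, n = 3), against 833 ± 20.8 bp (SD, n = 3) for H3K4me3. The authors used narrow calls for the former and broad calls for the latter, so this difference includes that choice. Peaks covered 5.26 ± 2.33 Mb (SD, n = 3) in H3K4me1 libraries and 53.4 ± 5.86 Mb (SD, n = 3) in H3K4me3 libraries, a 10.2-fold difference. This factor was 5.97 with the 10000 best peaks of each library and 23.9 at the stricter q-value. For width and for covered length the exact permutation p-value was again 0.1 (n = 3 per mark).

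**Figure D1:**
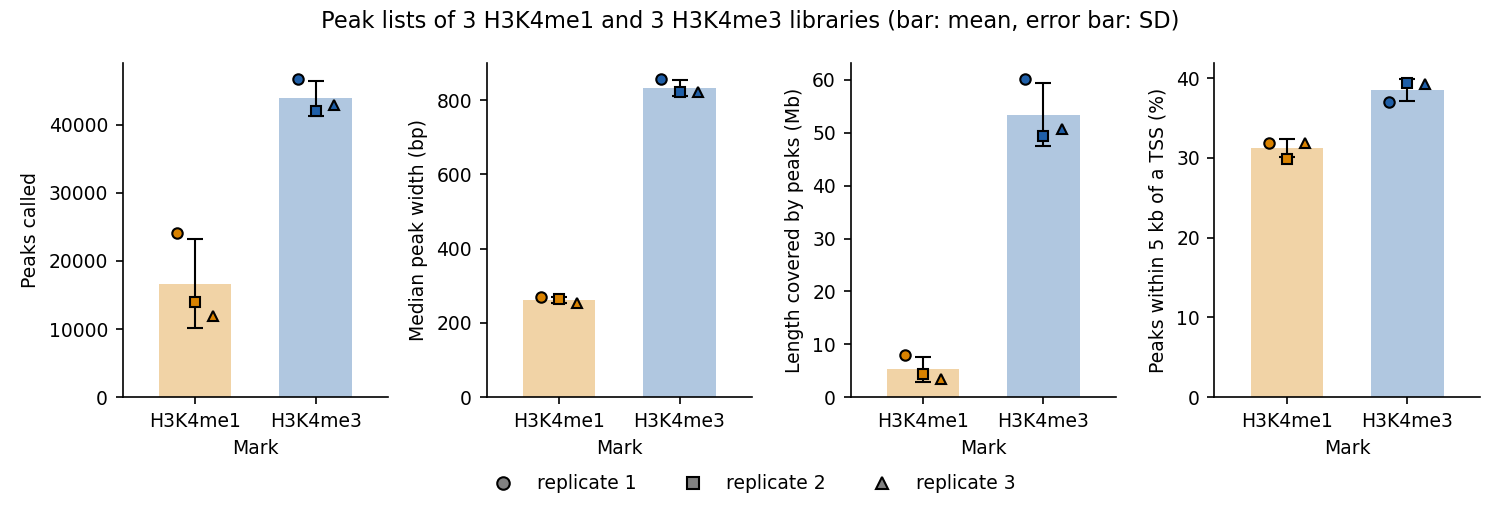
Peak number, median peak width in bp, covered length in Mb and share of peaks within 5 kb of a TSS in percent, for 3 libraries of each mark (points), with mean (bar) and SD (error bar). The 3 H3K4me1 libraries lie below the 3 H3K4me3 libraries in every panel, and H3K4me1 replicate 1, with 24136 peaks, stands apart from replicates 2 and 3.

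Few fragments stood behind the H3K4me1 peaks. Median summit height was 6 fragments in each of the 3 libraries, with an upper quartile of 8 fragments in replicate 1 and 7 fragments in replicates 2 and 3. Summits of at least 10 fragments made up 8.92%, 6.14% and 6.87% of peaks in replicates 1, 2 and 3. The prevailing background was 2.26, 1.72 and 1.99 fragments per kb in H3K4me1 replicates 1, 2 and 3, and 1.69, 1.24 and 1.49 fragments per kb in the H3K4me3 replicates. The H3K4me3 levels rest on the few invertible peaks of each list. By these levels no H3K4me1 library was shallower than the same-numbered H3K4me3 library. The low summits therefore do not by themselves show low depth.

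To relate the marks to promoters, the distance from each peak to the nearest protein-coding TSS was measured. Within 5 kb of a TSS lay 31.9%, 29.9% and 31.9% of the peaks of H3K4me1 replicates 1, 2 and 3, a mean of 31.2% ± 1.18 (SD, n = 3). For H3K4me3 the shares were 36.9%, 39.3% and 39.3%, a mean of 38.5% ± 1.37 (SD, n = 3). The least precise of these 6 shares, that of H3K4me1 replicate 3, had a 95% Wilson interval of 31.1% to 32.8%, and the marks differed by more than the SD of either (exact permutation p = 0.1, n = 3 per mark). The H3K4me3 share depended strongly on which peaks were counted, rising to 65.8% among the 10000 best peaks of each library, while the H3K4me1 share was 31.7% there. When a peak had to cover the TSS itself, the share was 1.11% for H3K4me1 and 20.5% for H3K4me3. A promoter-proximal peak was present at 19.7% ± 6.07 (SD, n = 3) of protein-coding genes for H3K4me1 and at 60.4% ± 1.23 (SD, n = 3) for H3K4me3, with an exact permutation p of 0.1 (n = 3 per mark).

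The profile along the gene differed between the marks within this window. At the TSS, H3K4me3 peaks covered 42.4% ± 2.45 (SD, n = 3) of TSSs, and coverage stayed near this level to 500 bp downstream. H3K4me1 peaks covered 0.579% ± 0.329 (SD, n = 3) at the TSS and reached 2.19% ± 1.03 (SD, n = 3) at 800 to 900 bp downstream. From 500 bp upstream outward, the highest H3K4me1 coverage was 1.53% ± 0.76 (SD, n = 3). The ratio of coverage at the TSS to coverage 1 to 2 kb away was 0.517 ± 0.0823 (SD, n = 3) for H3K4me1 and 2.85 ± 0.148 (SD, n = 3) for H3K4me3, and the libraries of the marks did not overlap in it. No test was run on this profile, which was examined after the planned contrasts.

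**Figure D2:**
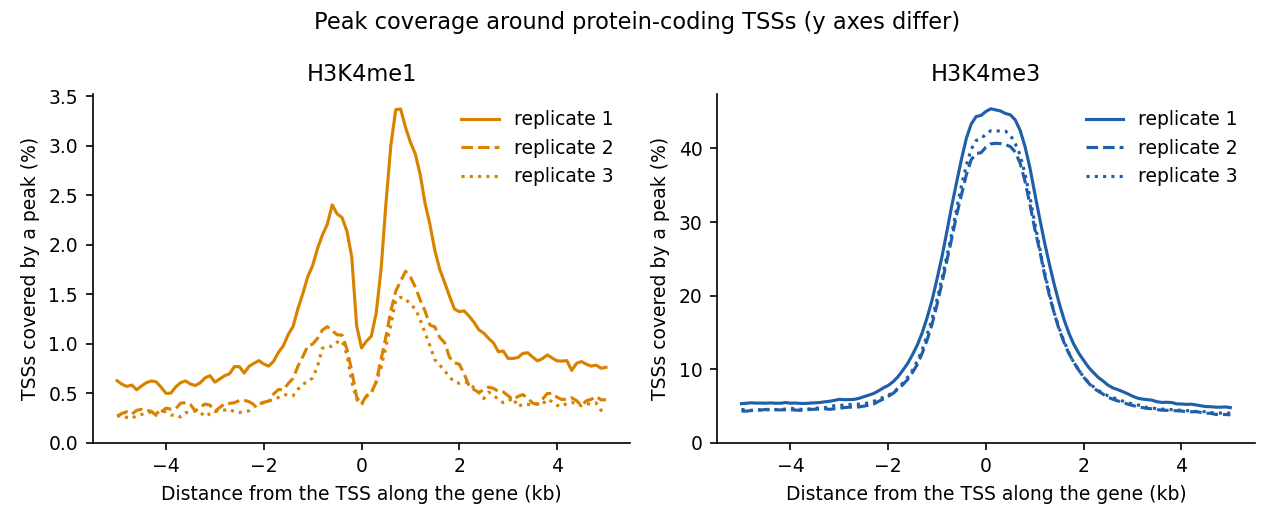
Share of protein-coding TSSs covered by a peak, in percent, against distance from the TSS along the direction of transcription in kb, with one line per library and separate vertical scales for the marks. H3K4me3 coverage is 40.2% to 45.0% at the TSS and reaches its maximum 100 to 200 bp downstream, whereas H3K4me1 coverage dips at the TSS between maxima on both sides.

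Whether libraries of one mark resembled each other more than those of different marks was examined with the Jaccard index. It was 0.575 ± 0.00663 (SD, 3 pairs) within H3K4me3, 0.098 ± 0.00831 (SD, 3 pairs) within H3K4me1 and 0.0674 ± 0.0236 (SD, 9 pairs) between marks. The mean within marks exceeded that between marks by 0.269, and 1 of the 10 possible splits, the true one, gave a difference this large (exact permutation p = 0.1). This contrast rested mostly on H3K4me3. Within H3K4me1 the index ran from 0.0893 to 0.106, which overlapped the range between marks of 0.0446 to 0.101. The overlap of ranges came from H3K4me1 replicate 1, which had 0.0939 to 0.101 with H3K4me3 libraries. H3K4me1 replicates 2 and 3 had 0.0893 with each other and 0.0446 to 0.0583 with H3K4me3 libraries. Unequal covered lengths also lower the index between marks. When the share of overlapping peaks took the place of the Jaccard index, the difference was 0.00878.

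Counted by peaks, 25.7% of the peaks of an H3K4me1 library overlapped a peak of another H3K4me1 library on average, with a range of 18.2% to 36.7% over 6 ordered pairs. By contrast, 72.8% overlapped a peak of an H3K4me3 library, with a range of 68.3% to 78.2% over 9 pairs. H3K4me3 libraries cover 10.2 times the length, so the shares are not on one scale. Random placement, run for 3 of the ordered pairs within H3K4me1, gave 0.293% to 0.375%, against 18.2% to 20.6% observed in them. For the 9 pairs with H3K4me3 libraries it gave 2.58% to 3.19%. The ratio to random placement was larger within H3K4me1 in these pairs. Even full overlap with an H3K4me3 library could not have reached it. This ratio therefore cannot rank agreement within H3K4me1 against that between marks. Among H3K4me3 peaks, 70.6% overlapped a peak of another H3K4me3 library and 21.8% overlapped a peak of an H3K4me1 library.

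The chance that an H3K4me1 peak was found again in either of the other H3K4me1 libraries followed its height. In replicate 1 this share was 17.5% (95% Wilson interval 16.7% to 18.4%) for summits of 4 to 5 fragments and 62.3% (60.2% to 64.3%) for summits of at least 10 fragments. The corresponding shares were 29.9% and 72.6% in replicate 2, and 32.3% and 74.6% in replicate 3. Over all heights the share was 31.0%, 43.1% and 46.6% in replicates 1, 2 and 3.

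**Figure D3:**
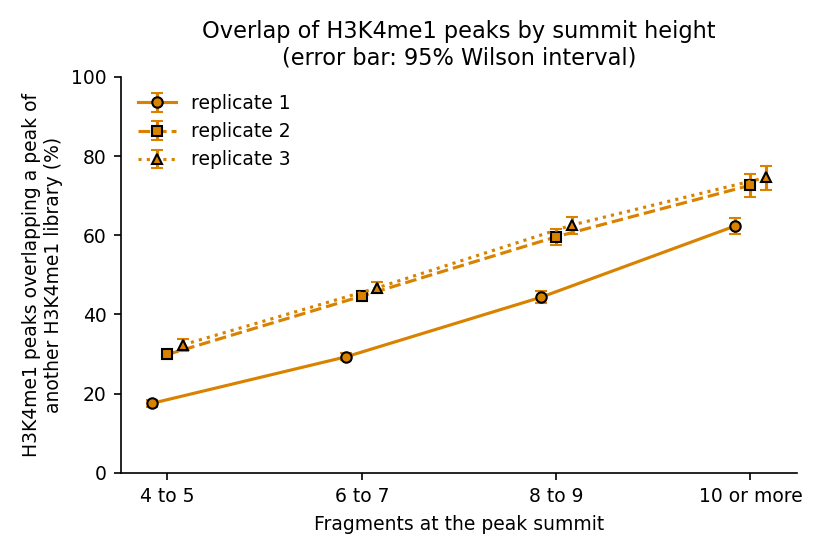
Share of H3K4me1 peaks that overlap a peak of another H3K4me1 library, in percent, against the number of fragments at the summit, for 3 libraries with 95% Wilson intervals. The share is higher in each taller class in all 3 libraries, from 17.5% to 62.3% in replicate 1.

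Consensus regions, found in at least 2 of 3 libraries, numbered 8439 for H3K4me1 and 33362 for H3K4me3. Of the 39376 H3K4me1 regions found in any library, 78.6% occurred in 1 library and 4.69% in all 3. Of the 64441 such H3K4me3 regions, 48.2% occurred in 1 library and 41.6% in all 3. The H3K4me1 number was the more sensitive to the rule, since 1845 regions were present in 3 of 3 libraries, and 2840 remained when replicate 1 was left out and both other libraries had to hold the region. Consensus regions were distal in 68.7% of cases for H3K4me1 and in 55.4% for H3K4me3.

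To examine how the marks coincide, the consensus regions were overlapped. Of H3K4me1 regions, 94.4% (95% Wilson interval 93.9% to 94.9%) overlapped an H3K4me3 region, against a mean of 3.62% and a maximum of 4.21% over 100 random placements (permutation p = 0.0099, one-sided, the smallest possible). The share was 97.2% for promoter-proximal and 93.1% for distal H3K4me1 regions. In the other direction, 19.3% (18.9% to 19.8%) of H3K4me3 regions overlapped an H3K4me1 region, against 0.82% by random placement (permutation p = 0.0099, one-sided). This share was 15.7% among promoter-proximal and 22.3% among distal H3K4me3 regions. It fell to 7.48% without H3K4me1 replicate 1 and to 6.29% at the stricter q-value, and was 21.1% with 10000 peaks per library, so the interval, which covers counting error, understates its uncertainty. The alternative that moved the H3K4me1 share most was the use of the 10000 best peaks of each library, which gave 46.8%.

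Within each library, fold enrichment was compared between promoter-proximal and distal peaks. In H3K4me3 replicates 1, 2 and 3 the median fold enrichment was 5.63, 5.31 and 5.25 for promoter-proximal and 3.96, 4.09 and 3.95 for distal peaks. The mean log2 ratio was 0.43 ± 0.07 (SD, n = 3), higher at promoters in 3 of 3 libraries, with an exact sign-flip permutation p of 0.25, the smallest that 3 libraries allow. H3K4me3 peaks were also wider at promoters, with medians of 1460, 1283 and 1301 bp against 618, 592 and 602 bp. For H3K4me1 the log2 ratio was 0, 0.01 and 0 in replicates 1, 2 and 3 (exact permutation p = 1, n = 3), so no difference was detectable. The marks differed in this ratio by -0.43 (exact permutation p = 0.1, n = 3 per mark). The summit heights of H3K4me1 take few whole values, which limits how finely its medians can differ.

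Genes named in the study were then inspected one by one. All 12 had a promoter-proximal H3K4me3 peak in 3 of 3 libraries. A promoter-proximal H3K4me1 peak was present in 3 of 3 libraries at 6 of the 12 genes, namely H2-Oa, Zbtb20, Il21r, Cxcr4, Kmt2d and Spib. At Cd86, Spi1 and Stat3 it was present in 2 libraries, at Il9r and Ccnb1 in 1 library, and at Crebbp in 0 libraries. Absence from a list means that no peak passed the authors' threshold at this depth.

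Cd86 encodes a costimulatory ligand and lies on the minus strand of chromosome 16 from 36603869 to 36666077 (GRCm38). Between 5 and 50 kb from its TSS there were 17, 11 and 5 H3K4me1 peaks and 19, 17 and 18 H3K4me3 peaks in replicates 1, 2 and 3. Its widest promoter-proximal H3K4me3 peak measured 2124 to 2380 bp over the 3 libraries. Il21r, the interleukin 21 receptor gene on the plus strand of chromosome 7 from 125603494 to 125633570, had 13, 10 and 4 H3K4me1 peaks in the same distance range and a promoter-proximal H3K4me3 peak of 12924 to 16211 bp. Cxcr4, on the minus strand of chromosome 1 from 128588199 to 128592290, had 13, 10 and 10 outlying H3K4me1 peaks. Zbtb20, on the plus strand of chromosome 16 from 42907652 to 43642602, had 14, 11 and 7. H2-Oa, on the plus strand of chromosome 17 from 34092340 to 34095234, had 10, 5 and 5. These 5 genes had outlying peaks of both marks in all 6 libraries. Outlying peaks were counted whichever gene lay nearest, so some belong to promoters of neighboring genes. Near Cd86, an outlying peak covered the Ildr1 TSS at 36693978 in each H3K4me3 library.

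**Figure D4:**
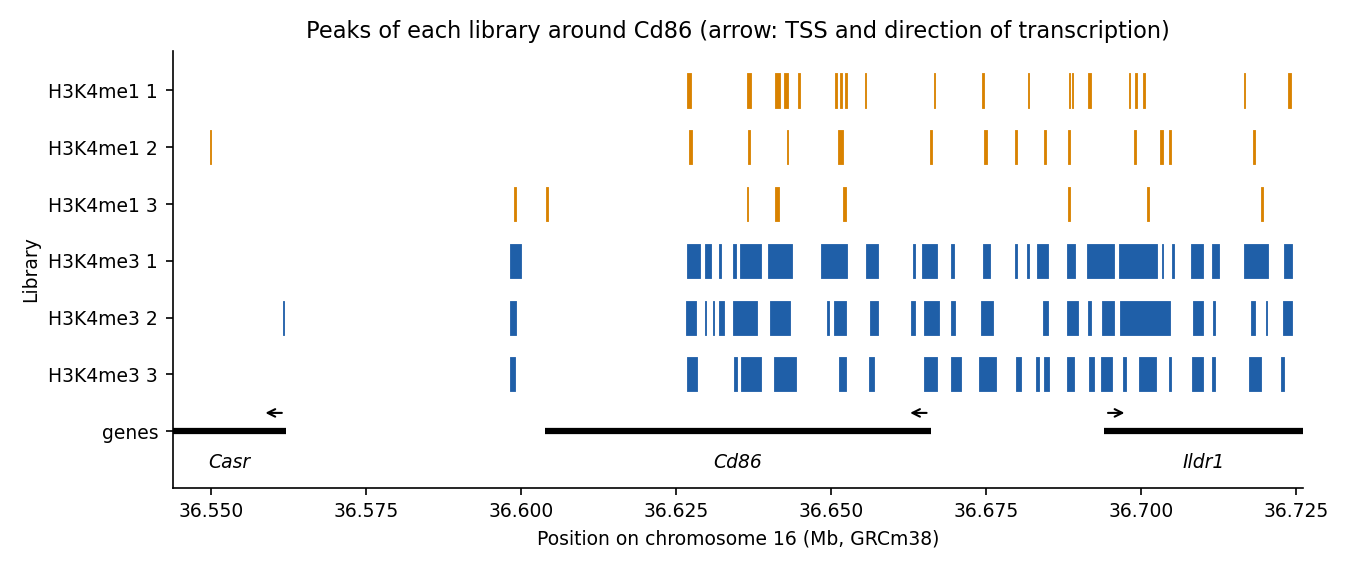
Peaks of the 6 libraries (boxes, to scale) around Cd86 on chromosome 16, with position in Mb on GRCm38, gene bodies as black bars and arrows at TSSs in the direction of transcription. H3K4me1 peaks lie both within the gene and upstream of it, and their number between 5 and 50 kb from the TSS ranges from 5 in replicate 3 to 17 in replicate 1.

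The remaining study genes had fewer outlying H3K4me1 peaks. Spib, on the minus strand of chromosome 7 from 44525993 to 44532071, had 6, 2 and 1, and Spi1, on the plus strand of chromosome 2 from 91096096 to 91115756, had 6, 1 and 2. Il9r, on the minus strand of chromosome 11 from 32187541 to 32200236, had 4, 1 and 1. Stat3, on the minus strand of chromosome 11 from 100885098 to 100939540, had 3, 0 and 1, and Kmt2d, on the minus strand of chromosome 15 from 98831669 to 98871204, had 1, 0 and 3. Ccnb1, on the minus strand of chromosome 13 from 100778650 to 100786570, had 0, 0 and 1, and Crebbp, on the minus strand of chromosome 16 from 4081328 to 4213997, had 0, 1 and 0. Crebbp was also the study gene with no outlying H3K4me3 peak in any library.

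Among 8 other genes of GC B cells, 8 had a promoter-proximal H3K4me3 peak and 6 had a promoter-proximal H3K4me1 peak in 3 of 3 libraries. Among 4 housekeeping genes these numbers were 3 and 0. As a background, 6 genes of other tissues were inspected, of which 1 had a promoter-proximal H3K4me3 peak in 3 of 3 libraries and 0 had a promoter-proximal H3K4me1 peak in 3 libraries. That gene was Gfap, on the minus strand of chromosome 11 from 102887336 to 102897200, which is singled out after its values were seen. Outlying H3K4me3 peaks were present in 3 of 3 libraries at 11 of the 12 study genes, 8 of the 8 GC B cell genes, 3 of the 4 housekeeping genes and 4 of the 6 genes of other tissues. For H3K4me1 the corresponding numbers were 8 of 12, 7 of 8, 3 of 4 and 0 of 6. Such counts include peaks at neighboring genes, so they do not assign distal elements to the named genes.

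Regions were also ranked across all 3 libraries of a mark. The best H3K4me1 region lay on chromosome 11 from 54775316 to 54777737, in an intron of Cdc42se2 and 9938 bp from its TSS, with the authors' fold enrichment between 13.2 and 15.7. The next was on chromosome 7 from 75537077 to 75538009, in an intron of Akap13, with 12.4 to 16.5. The next after that was on chromosome 9 from 3012406 to 3012722, near the assembled start of the chromosome, with 4.67 to 5.18. It lay within Gm26870 but outside annotated exons, and 418 bp from the TSS of Gm10721, so it was promoter-proximal by distance. Its fold enrichment was low for its rank, and no list of problem regions was used. A mapping artifact at this region is therefore not excluded. Of the best H3K4me3 regions, one on chromosome 1 from 195241162 to 195242053 was intergenic, with a fold enrichment of 17.8 to 23.8. One on chromosome 1 from 88275981 to 88278347 covered the TSS and exonic sequence of Hjurp, with 13.1 to 16.2, and one on chromosome 18 from 80169321 to 80170167 was intergenic, with 15.7 to 17.7. The widest H3K4me3 regions each covered the TSS of a gene. They lay at Sema4d on chromosome 13 from 51731754 to 51759013 (27.26 kb), at Swap70 on chromosome 7 from 110221070 to 110247027 (25.96 kb) and at Fas on chromosome 19 from 34286310 to 34308752 (22.44 kb). These widths are those of peaks merged over the libraries. The widest single peak in replicates 1, 2 and 3 measured 27.26, 11.28 and 11.18 kb at Sema4d, 14.59, 9.03 and 9.23 kb at Swap70, and 11.02, 9.08 and 8.78 kb at Fas.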

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

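The requirement that a peak covers the TSS was chosen after the result was seen, and the other alternatives were fixed beforehand. Over all alternatives, 121 of 133 values that answer a comparison were unchanged, 10 moved, 1 changed sign and 1 became 0. Tested values were unchanged if they kept their direction and their side of the threshold. Consensus counts were unchanged if they stayed within a set factor of the main count, and all 10 that moved were such counts. Overlap shares are never negative, so only their side of the threshold could change. Some of the 121 could not change, such as consensus counts of one mark when a library of the other was left out. The use of every row of the lists also changed nothing. Others kept their direction but not their size, as the share of H3K4me3 regions with H3K4me1, from 19.3% to 2.16% at the lowest. With 3 libraries per mark no contrast can pass 0.05, so an unchanged p-value of 0.1 says nothing about stability, and the size of a contrast is the better guide.

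H3K4me1 stayed below H3K4me3 in peak number, width, covered length, promoter-proximal share and share of genes under each alternative run on these contrasts. The size of the contrast in promoter-proximal share varied, from -5.70 percentage points when peaks within 1 kb were merged to -34.1 with 10000 peaks per library. Under the filters on peaks the H3K4me3 share moved, to 59.7% at the stricter q-value and 65.8% with 10000 peaks per library, whereas the H3K4me1 share was 31.4% and 31.7%. With a TSS distance of 1 kb the shares were 14.1% for H3K4me1 and 28.8% for H3K4me3, and H3K4me1 moved more. Counting TSSs of all annotated genes gave 41.3% and 48.6%, and requiring a peak to cover the TSS gave 1.11% and 20.5%.

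The ratio of H3K4me3 to H3K4me1 in covered length ranged from 5.97 with 10000 peaks per library to 23.9 at the stricter q-value, and was 13.6 without H3K4me1 replicate 1. The contrast in the share of genes was -19.9 percentage points with 10000 peaks per library and between -38.3 and -44.8 in the other settings run on it.

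The number of consensus regions depended on the rule. At the stricter q-value there were 1242 H3K4me1 and 14489 H3K4me3 regions, and with 10000 peaks per library 4978 and 9233. Presence in 3 of 3 libraries left 1845 H3K4me1 regions, and the union of libraries held 39376 and 64441 regions. Across the fits that each left out one library, the number of H3K4me1 regions ranged from 2840 to 8439. It was at most 4769 when the missing library was of H3K4me1, since a region then had to be in both libraries that remained, and 8439 when it was of H3K4me3, which leaves this number untouched. The share of H3K4me1 regions that overlapped an H3K4me3 region ranged from 46.8% with 10000 peaks per library to 96.8% in 3 of 3 libraries, and was 77.4% at the stricter q-value. It stayed above all random placements (permutation p = 0.0099) in every alternative run on it. The share of H3K4me3 regions that overlapped an H3K4me1 region ranged from 2.16%, when the overlap had to span 0.5 of the region, to 29.9% for the union of libraries. It was 6.29% at the stricter q-value and in 3 of 3 libraries, 7.48% without H3K4me1 replicate 1, and 21.1% with 10000 peaks per library.

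The log2 ratio of fold enrichment between promoter-proximal and distal H3K4me1 peaks was -0.026 at the stricter q-value (exact permutation p = 0.75, n = 3) and ranged from 0 to 0.0069 when one library was left out, so its sign has no meaning. For H3K4me3 the ratio fell to 0.12 at the stricter q-value and ranged from 0.39 to 0.46 without one library. The cause was not tested. The excess of the Jaccard index within marks ranged from 0.147 to 0.401 when one library was left out, with lower values when an H3K4me3 library was missing, and was 0.00878 when overlap was counted in peaks.

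With the replicate number as a replicate block, the exact sign-flip permutation p was 0.25 for each of the 5 contrasts (3 pairs, the smallest possible), with a difference of -27175 peaks. The deviations of same-numbered libraries from their mark's mean, in bins of 10 kb, correlated at 0.111, 0.03 and 0.036, and those of differently numbered libraries at -0.075 to 0.043, so not every same-numbered pair passed 0.1 and the main contrasts were left unpaired. The control depth recovered from the peaks nevertheless matches the libraries of the marks one to one by number, as given among the other observations. The matched libraries may therefore share a control, and whether they also share chromatin was not tested.

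The low number of fragments at H3K4me1 summits, with a median of 6, limits statements about single sites. The absence of an H3K4me1 peak at a gene cannot be read as absence of the mark.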

Other observations

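Tests on the overlap of single-library regions with H3K4me3, on nearness to other libraries, on the profile at the TSS, on TSSs of all genes, on the combined X chromosome model and on control depth were chosen after the result was seen, whereas those by thinning, by summit height and by distal fold enrichment were written down before their own values were computed, though after the peak numbers and the summit heights had been seen.

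H3K4me1 replicate 1 had more peaks than the other libraries of its mark. Greater depth is an obvious candidate explanation. Summit heights of replicate 1 were thinned to the background level of the other library, and the other library's limit was applied. The level used was the prevailing background before division by the shortest peak width. It was 0.785 times that of replicate 1 for replicate 2 and 0.866 times for replicate 3. The levels per kb were not used for thinning. This left 19819 peaks, against 13923 called in replicate 2, and 21567 peaks, against 11922 called in replicate 3. Depth measured this way therefore accounts for part of the excess and argues against depth as the whole cause. Replicate 3 also had a higher background than replicate 2 and fewer peaks. H3K4me3 replicate 1 likewise had the most peaks of its mark, 46707 against 41936 and 42862 in replicates 2 and 3. Its background was also the highest, at 1.69 against 1.24 and 1.49 fragments per kb. In peak number, however, replicates 2 and 3 ranked in opposite order in the marks. A difference between the chromatin samples, or between the mice, stays open and was not tested. The protocol pools barcoded samples for immunoprecipitation, and whether the 3 libraries of a mark shared a pool is not settled here.

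Most H3K4me1 peaks of one library were not called in another. Low summit height may explain this: the share found again rose over all 4 height classes in all 3 libraries, and among summits of at least 10 fragments it was 62.3% in the lowest library. Background calls spread evenly along the chromosomes are argued against. Of regions found in 1 library, 66.5% overlapped an H3K4me3 consensus region, against 3.23% by random placement. The shares were 93.2% and 98.6% for regions found in 2 and 3 libraries. Background gathered in easily recovered chromatin could also overlap H3K4me3 regions, so random placement does not exclude it. Of the peaks that overlapped no peak of another H3K4me1 library, 24.1%, 30.7% and 33.2% in replicates 1, 2 and 3 lay within 1 kb of one, against 1.71%, 2.28% and 2.12% after random placement. Within 5 kb the shares were 51.5%, 57.6% and 61.3%, against 6.35%, 8.18% and 7.74%. For peaks with such a neighbor, a candidate explanation is that one H3K4me1 domain was sampled at different nucleosomes in each library. How many peaks this covers depends on the distance taken.

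Nearly all H3K4me1 consensus regions overlapped H3K4me3 regions, including distal ones, although the marks are usually set apart as enhancer and promoter marks. This depended on the threshold, since the share was 77.4% at the stricter q-value and 46.8% with 10000 peaks per library. The permissive H3K4me3 calls therefore stay open as a contributor. The study also describes both marks at a cluster of mostly distal sites. A signal common to all libraries whatever the antibody, such as chromatin that is easily cut and recovered, would give both marks one shape at the TSS. The ratio of H3K4me1 coverage at the TSS to that 1 to 2 kb away was at most 0.591 in any library, while H3K4me3 was at least 2.68. This points to separate specificities, but broad calling bridges gaps that narrow calling leaves open, so a partly shared signal cannot be told apart from separate ones here. Binding of H3K4me1 by the H3K4me3 antibody was examined at distal H3K4me3 regions. Their median fold enrichment with an H3K4me1 region was 1.19 to 1.24 times that without one. Those with one were also wider, with medians of 1748, 1413 and 1423 bp against 890, 770 and 769 bp in replicates 1, 2 and 3. The comparison did not hold width fixed, and a wider region meets another more easily. Cross-reaction, carry-over between pooled samples and true presence of both marks at active enhancers all predict the higher fold enrichment, and they cannot be told apart with these lists.

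Most of the H3K4me3 consensus regions were distal to protein-coding TSSs. Promoters of other genes were tested as the source. When TSSs of all annotated genes counted, 45.1% of the regions stayed distal, so the majority was lost. Part of that drop comes from the larger number of TSSs alone: 18.5% of the distal regions lay within 5 kb of an added TSS, against 12.0% of randomly placed regions. Whether the majority itself came from omitted promoters therefore cannot be told apart from this effect of number. The other 81.5% of the distal regions lay over 5 kb from every annotated TSS, which argues against annotated promoters as the source for most of them. The threshold bears on the majority. The promoter-proximal share of H3K4me3 peaks rose from 38.5% to 59.7% at the stricter q-value and to 65.8% with 10000 peaks per library. Most peaks were then no longer distal, though these shares are of peaks and not of consensus regions. Unannotated promoters, the permissive broad threshold and H3K4me3 at enhancers stay open as sources of the distal regions.

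The X chromosome carried few peaks. Relative to autosomes, peaks per Mb on X were 0.119 ± 0.00911 (SD, n = 3) for H3K4me1 and 0.379 ± 0.00406 (SD, n = 3) for H3K4me3 (exact permutation p = 0.1, n = 3 per mark, the smallest possible). Counted per TSS the deficit was smaller, with ratios of 0.184 to 0.210 for H3K4me1 and 0.635 to 0.647 for H3K4me3. X held 6.49% of the length and 3.94% of the TSSs. An H3K4me3 peak lay within 5 kb of a TSS of Xist, the transcript of the inactive X, in 3 of 3 libraries, and 0 libraries had a peak of either mark within 5 kb of a TSS of the Y genes Kdm5d, Ddx3y, Uty and Eif2s3y, a pattern in line with female mice. If 1 active X gives halved signal, low summits on X could fall under the calling limit. Thinning autosomal H3K4me1 summits by 0.5 left shares that differed from the X to autosome density per TSS by a factor of up to 1.83, more than the limit of 1.5 set before this factor was computed, which argues against this as the whole cause. Multiplied by the H3K4me3 density ratio per TSS, the expected and observed values differed by a factor of at most 1.18. That product was formed after the first test had failed, so it is a hypothesis only, and fewer mappable or marked genes on X stay open.

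The inverted peaks also carry a trace of the control library. Background values of peaks above the prevailing level recur at a step and its multiples, as a scaled control gives. In H3K4me3 replicates 1, 2 and 3 only 43, 9 and 9 peaks lay at this step, and 11, 7 and 8 at its double. Control depth derived from this step differed by at most 0.389% between same-numbered libraries of the 2 marks, and by at least 13.8% between differently numbered ones. This value depends on how the step is picked, and the rule given is the last of 3 that were tried. The first rule took the double step in H3K4me1 replicate 1 and gave differences of up to 99.8%, and the next took another level in H3K4me1 replicate 2 and gave up to 28.7%. A test that picks no step in H3K4me1 was therefore added, in which each H3K4me1 step was predicted from every H3K4me3 library. The same-numbered library placed at least 67.9% of the H3K4me1 peaks above background on the predicted step or its double, and any other at most 2.09%, which argues against the choice of rule as the cause. Each H3K4me1 library thus matched 1 H3K4me3 library by control depth, and the matched libraries may share a control and perhaps a chromatin sample. The chance of 0.167, or 1 of 6 orders, that random numbers follow this matching concerns the numbering and not the matching itself. With 3 libraries, a coincidence of numbering cannot be told apart from deliberate numbering.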
